A study of Danio rerio with 12 samples.

How the data were processed

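The assay for transposase-accessible chromatin with sequencing (ATAC-seq) marks DNA that a transposase can reach. It was run on whole wild-type zebrafish (Danio rerio) embryos. Per the labels, embryos received 0.1 µM all-trans retinoic acid (atRA), a signalling derivative of vitamin A, or the solvent dimethyl sulfoxide (DMSO). Treatment began at 30% epiboly for collection at 80% epiboly, and at 80% epiboly for collection at 12 somites or at 24 hours post fertilization (hpf). Each of the 6 groups had 2 libraries, giving 12 libraries. The yolk and the egg envelope were removed before lysis, per the labels' protocols.

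The authors deposited 1 peak list per library, so peaks were called in each library and not on pooled replicates. The peak caller, its version and settings, the aligner, any read shift and the genome build are not stated in the labels or the files. Peak names in all lists contain a word for nucleosome-free fragments, and how such fragments were chosen is not stated. A cut on fragment length leaves out accessible sites read only through longer fragments. In each list the authors deposited a fold enrichment, which is a ratio of the peak to the caller's background in the same library. They also deposited −log10 p-values and −log10 q-values per peak, the position of the summit, and a score that equals the −log10 q-value times 10, cut to a whole number. These values belong to the authors' own peaks and were used only to rank, filter or describe peaks within a list. The lowest −log10 q-value of a list lay between 1.30 and 1.73. No row overlapped another row of the same list, and all rows lay on chromosomes 1 to 25 or on the mitochondrial genome.

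The lists give no read totals. In each list, the fold enrichment and the −log10 p-value that the authors deposited were solved together for a whole-number pileup at the summit and a background pileup. The solution took the fold as (pileup + 1) / (background + 1) and p as a Poisson tail. Whole-number pileups were found for 100% of the peaks in each list, within a tolerance of 0.001. The most frequent background of a list, held by 30.5% to 43.6% of its peaks, served as a measure of depth. It is proportional to the number of fragments only if extension length and effective genome size were set alike in all lists, which is not stated. No confidence interval for counts is given, since fragment totals are unknown. Pileups limit what each list can hold: the best 50000 peaks reached down to a summit pileup of 41 in the deepest list and of 10 in the shallowest.

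Peaks on chromosomes 1 to 25 were ranked within each list by −log10 p-value, then by fold, then by position. The best 50000 peaks formed the top set and the best 100000 the wide set. Peaks were shared if they overlapped by at least 1 bp. The percentage shared by 2 libraries is the mean of both directions. The regions of a stage were the merged top sets of its 4 libraries. A gained region overlapped the top set of both atRA libraries and the wide set of neither DMSO library, and a lost region the reverse. Background for these counts came from the crossed pairs of the same 4 libraries, each of 1 DMSO and 1 atRA library. Named regions were the 3 per stage and direction whose worse rank in the libraries that had them was best.

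With 2 libraries against 2 within a stage, no two-sided exact permutation test can give p under 0.333, so stages were combined. Treatment labels were permuted within stages, over 216 combinations for signed results and over 27 combinations of splits for results without a sign. Stage labels were tested over all 5775 splits into 3 groups of 4, and comparisons over 2 stages used 36 combinations. Definitions, tests, named-region rule and alternatives were written before the data were examined. The relations with depth, the difference in balance between stages, the random draws and all tests of explanations were chosen after seeing the data. For gained regions shared between stages, as many regions per stage as were gained were drawn 10000 times from the regions in the top set of exactly 2 of the 4 libraries (12053, 12266 and 11422 in order of development). The alternatives were top sets of 20000 and 100000 peaks, ranking by fold, a q-value of at most 0.01, reciprocal overlap of 50%, and windows of 100 bp either side of summits. Others were stricter and looser definitions of absence, a replicate block, and leaving out each library in turn. Exclusion of the 24 hpf stage and a ranking with an equal number of top peaks in every 5 Mb were added after seeing the data.

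The counting of gained and lost regions was tested on simulated lists built from the list of 1 DMSO library per stage. It found 96% of planted gained and 93% of planted lost regions at 80% epiboly among 439137 peaks. The shares were 98% and 95% at 12 somites (235850 peaks), and 98.5% and 99% at 24 hpf (232794 peaks). Between 48 and 92 regions per direction were called beyond those planted, and up to 91 in a crossed split. Planted peaks ranked 20000 or better and were removed outright from both simulated lists of the other arm. All simulated lists of a stage had the depth of the list they were built from. Recovery of changes of rank, or at unequal depth, was therefore not tested. The pileup solution returned the true value for 100% of 4950 simulated peaks.

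Replicates were compared by the index of dispersion of pileups at shared summits, at most 20 bp apart, with a summed pileup of 70 to 99. Values of 1 are binomial sampling. Same-treatment pairs lay between 0.543 and 0.671, except the atRA pair at 80% epiboly at 1.57. These 5 pairs lay below all 12 pairs of different treatment, but 8 of those 12 were also below 1, at 0.792 to 0.918 at 12 somites and 0.730 to 0.820 at 24 hpf. With 2 libraries per group there is no further pair of the same group to set beside them, so a repeat of one library was neither shown nor excluded. All libraries were counted separately, as labelled. Motif, base composition, promoter and gene-neighbourhood comparisons planned beforehand need a genome of the files' build and were not analysed here. Analyses used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.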

Results

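Chromatin accessibility was profiled by ATAC-seq in whole zebrafish embryos exposed to 0.1 µM atRA or to DMSO. Embryos were collected at 80% epiboly, at the stage of 12 somites, or at 24 hpf. The series title places the work in the study of how added retinoic acid alters the epigenome during embryonic development. Each of the 6 combinations of stage and treatment had 2 libraries. Lists held between 154354 peaks (80% epiboly atRA replicate 2) and 439137 peaks (80% epiboly DMSO replicate 2) on chromosomes 1 to 25. Peaks covered between 28.7 and 100.8 Mb, with median widths of 164 to 200 bp. The background pileup recovered from the lists, used as a measure of depth, ran from 0.69 to 3.28 fragments, a 4.75-fold range. Fragment totals are unknown, so counts of peaks were read beside this depth.

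The first comparison asked whether atRA changed the number of accessible sites called. At 80% epiboly, DMSO libraries had 436134 ± 4246 peaks (SD, n = 2) and atRA libraries 252951 ± 139437 (SD, n = 2). The 2 atRA libraries of that stage had 351548 and 154354 peaks, at background pileups of 2.47 and 0.87. At 12 somites, the means were 196106 ± 56207 peaks in DMSO and 256194 ± 23647 in atRA. At 24 hpf they were 209094 ± 33516 in DMSO and 177796 ± 20282 in atRA. Averaged over stages, atRA libraries had -51465 peaks relative to DMSO, which was not distinguishable from 0 (exact permutation test, two-sided, p = 0.37). The value moved most when one atRA library at 80% epiboly was left out, to -84330 peaks without replicate 1 and -18599 without replicate 2.

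Peak number was set beside depth, a comparison chosen after the peak numbers were seen. Centred within stages, log10 peak number and log10 background pileup had a Pearson r of 0.941 over the 12 libraries (exact permutation within stages, p = 0.00362). Spearman's rho was 0.915 (exact permutation, p = 0.00231). Over the 3 relations with depth that were computed, the Benjamini-Hochberg adjusted exact p of r was 0.0109. The r was 0.99996 at 80% epiboly, 0.975 at 12 somites and 0.209 at 24 hpf, with 4 libraries each. Without the 2 libraries farthest from the median depth on the log10 scale, 12 somites DMSO replicate 1 and 80% epiboly atRA replicate 2, r fell to 0.516, so the relation rests largely on those libraries.

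**Figure D1:**
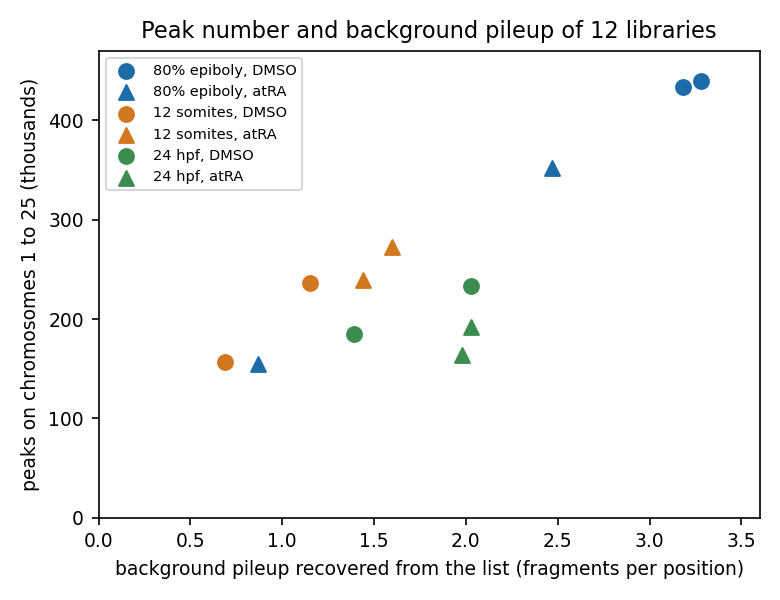
Each point is one of the 12 libraries, with the background pileup in fragments per position on the horizontal axis and the number of peaks on the vertical axis; colour gives the stage, circles DMSO and triangles atRA. The DMSO libraries at 80% epiboly had the highest values on both axes, and the 24 hpf libraries show little relation between depth and peak number.

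Equal numbers of peaks per list were therefore compared, by using the best 50000 peaks of each. Libraries of the same stage and treatment shared a mean of 78.2% of these peaks (range 72.3% to 86.4%, 6 pairs). Libraries of the same stage and different treatment shared 75.2% (70.8% to 77.8%, 12 pairs), and libraries of different stages 63.7% (56.7% to 71.6%). Adjacent stages shared 64.1% (80% epiboly and 12 somites) and 67.8% (12 somites and 24 hpf), against 59.3% for the earliest and latest stages. Same-stage pairs exceeded different-stage pairs by 12.5 percentage points (exact permutation over 5775 splits, one-sided, p = 0.000173, the smallest possible). This difference moved most with all peaks at a q-value of at most 0.01, to 6.19 points.

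Within stages, same-treatment pairs shared 2.97 percentage points more peaks than pairs of different treatment (exact permutation over 27 splits, one-sided, p = 0.037, the smallest possible). The difference was 5.30 points at 80% epiboly, where the crossed splits of the same libraries gave -3.08 and -2.22. It was 2.75 points at 12 somites (crossed splits -1.28 and -1.47) and 0.859 points at 24 hpf (crossed splits -1.07 and 0.21). The value at 80% epiboly came from the DMSO pair, which shared 86.4%, while the atRA pair shared 74.75%, less than the 4 pairs of different treatment (74.82% to 76.3%). At 12 somites it came from the atRA pair (80.6%), as the DMSO pair (72.3%) shared less than 2 of the 4 pairs of different treatment (75.8% and 76.7%). Whether the stages differ in this respect was not tested. Leaving out 80% epiboly DMSO replicate 1 or 2 lowered the mean to 0.939 or 1.13 points. Pileups of these 2 libraries differed by less than binomial sampling, with an index of dispersion of 0.543 against 1.39 to 2.22 between treatments at that stage. Same-treatment pairs of the other stages were also below 1, at up to 0.671, so a value under 1 is not particular to this pair. Both libraries of the pair were counted as 2 samples, as their labels have them. At 24 hpf, peak names of both DMSO lists carried an extra word that no other list had. If it marks a batch, batch and treatment cannot be told apart at that stage, since no DMSO library lies outside it. Without that stage the difference was 4.02 points, and the 9 remaining splits cannot give an exact permutation p under 0.111, the value found.

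**Figure D2:**
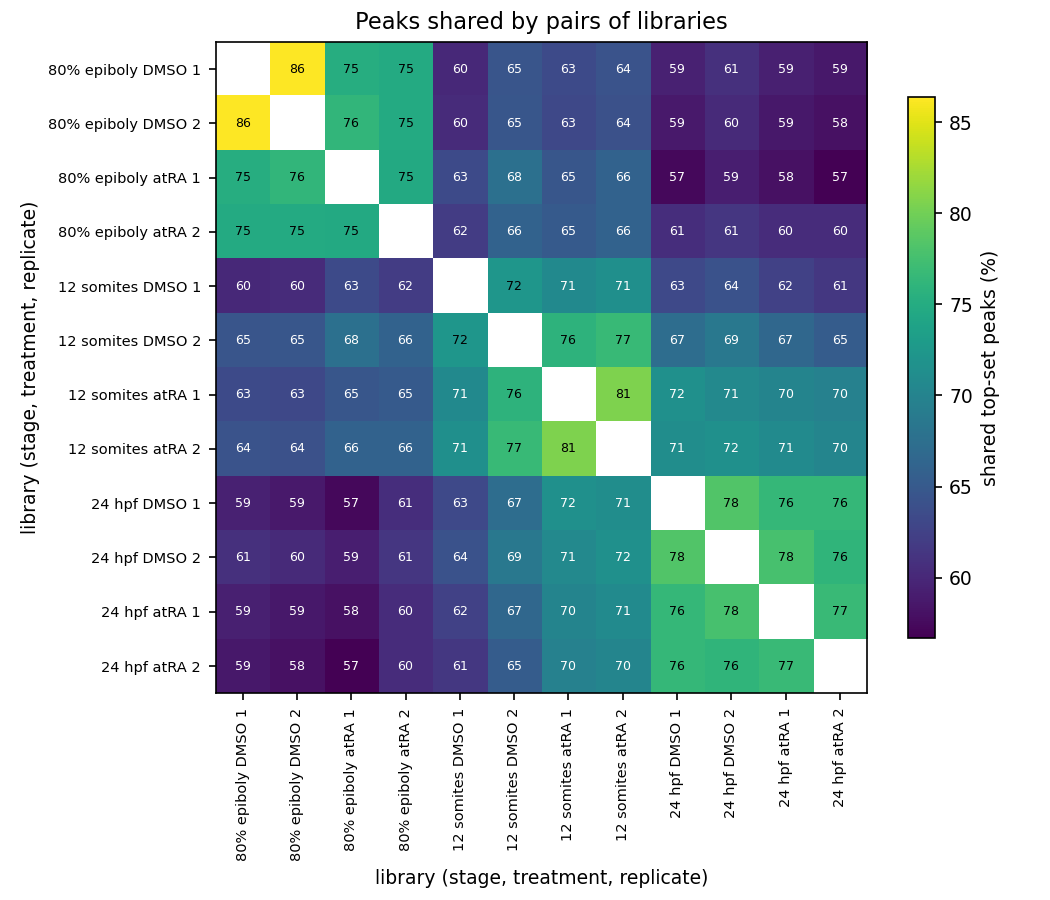
Each cell gives the percentage of top-set peaks shared by a pair of libraries, named on both axes by stage, treatment and replicate; the diagonal is left blank. Same-stage pairs form 3 blocks of higher values, from 70.8% to 86.4%, against 56.7% to 71.6% between stages.

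The comparison of single regions asked where accessibility appeared or disappeared with treatment. At 80% epiboly, 422 of 72762 regions were gained and 610 lost, against 4 to 30 regions in the 4 crossed pairs of the same libraries. At 12 somites, 466 of 76010 regions were gained and 183 lost, against 54 to 88 in crossed pairs. At 24 hpf, 160 of 73231 regions were gained and 246 lost, against 77 to 151. The gained count at 24 hpf was thus 1.06 times the highest crossed count, and is not set apart from library-to-library variation. The regions in the top sets of all 4 libraries numbered 31067, 29579 and 31324 at the 3 stages in order of development. Over all stages, gained and lost regions summed to 2087, more than in any other combination of splits (exact permutation over 27 combinations, one-sided, p = 0.037, the smallest possible). At 80% epiboly and 12 somites, but not at 24 hpf, the treatment split also had the widest gap in mean background pileup. It was 1.67 in atRA and 3.23 in DMSO at 80% epiboly (crossed splits 2.825 and 2.075, 2.025 and 2.875). At 12 somites it was 1.52 and 0.92 (crossed splits 1.145 and 1.295, 1.065 and 1.375). Depth is thus not excluded as a cause of this sum or of the treatment separation. The sum moved most with all peaks at a q-value of at most 0.01, where list lengths differ between libraries, to 133050 regions.

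The balance of gained over lost regions was -188 at 80% epiboly, 283 at 12 somites and -86 at 24 hpf. Summed over stages it was 9, not distinguishable from 0 (exact permutation, two-sided, p = 0.963), and its sign changed under 6 alternatives. The largest difference in balance between stages, a comparison added after seeing the data, was 471 regions (exact permutation over 216 labelings, p = 0.0556), which did not pass 0.05. The arm with the greater mean depth had the greater count at 80% epiboly and 12 somites. At 24 hpf the atRA libraries had the greater mean depth and fewer regions of their own, but DMSO replicate 2 (2.03) was as deep as the atRA libraries (2.03 and 1.98), and only DMSO replicate 1 (1.39) was shallower. With the smaller top set of 20000 peaks, 24 hpf had 52 gained and 35 lost regions, the opposite order.

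**Figure D3:**
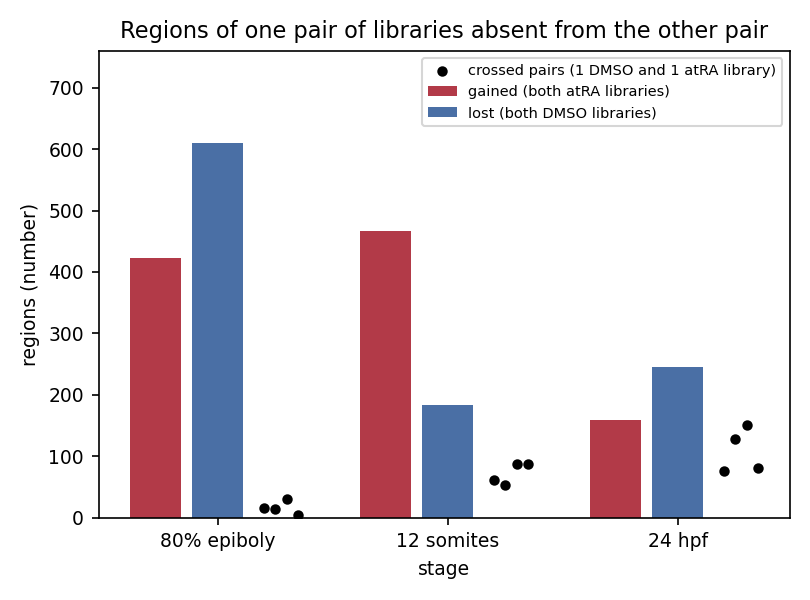
Bars give the number of gained regions (both atRA libraries, neither DMSO library) and lost regions (the reverse) at each stage; black points give the same count for the 4 crossed pairs of 1 DMSO and 1 atRA library. At 80% epiboly the bars reach 422 and 610 against at most 30 in crossed pairs, and at 24 hpf 160 and 246 against at most 151.

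Few of these regions lacked a peak altogether in the other arm. That was so for 26 gained and 29 lost regions at 80% epiboly, 43 gained and 0 lost at 12 somites, and 15 gained and 46 lost at 24 hpf. Since the lists hold only peaks past the caller's threshold, a missing peak means below that threshold at the list's depth. Most differences were therefore changes of rank.

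The regions named here follow the fixed rule, and their coordinates are those of the deposited lists, whose genome build is not stated. No annotation of that build was used. The best-ranked region gained at 80% epiboly was chromosome 23, 43500242 to 43500610, which ranked 1167 and 3492 in the atRA libraries, with summit pileups of 81 and 43 and fold enrichments of 21.6 and 16.7. Neither DMSO library of the stage had a peak there. The same region had peaks in all 4 libraries at 24 hpf, at ranks 1107 to 10877, and in 1 of the 4 libraries at 12 somites. Another of the named gained regions lay on the same chromosome at 43447189 to 43447499, also without a peak in either DMSO library of the stage. Both belong to a group of 3 such regions within 200 kb on chromosome 23, among the 26 regions gained at that stage with no DMSO peak, and that closeness is more than random draws of gained regions gave (8 pairs in all against a mean of 0.212; permutation p = 0.0001, one-sided, the smallest possible, chosen after seeing the data). The best-ranked region lost at 80% epiboly was chromosome 9, 23109568 to 23109946. Its ranks were 6005 and 3674 in the DMSO libraries, with summit pileups of 99 and 105, against rank 280094 and a pileup of 15 in atRA replicate 1 and no peak in atRA replicate 2.

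At 12 somites the best-ranked gained region was chromosome 4, 11621529 to 11621925, at ranks 16369 and 14497 in atRA against 116802 and 132870 in DMSO. Summit pileups there were 39 and 35 against 6 and 10, in lists with background pileups of 1.6 and 1.44 against 0.69 and 1.15. Part of that gap is thus depth, and fold enrichments were 11.8 and 13.3 against 4.15 and 4.80. The best-ranked lost region was chromosome 6, 49193713 to 49194043, at ranks 17528 and 18596 in DMSO against 121066 and 101806 in atRA. At 24 hpf the best-ranked gained region was chromosome 12, 14427743 to 14428276, at ranks 4428 and 16537 in atRA, with no peak in DMSO replicate 1 and rank 115361 in DMSO replicate 2. The best-ranked lost region was chromosome 21, 28646639 to 28646891, at ranks 22379 and 15070 in DMSO, against rank 160647 in atRA replicate 1 and no peak in atRA replicate 2. These are the extremes of a ranking, with 2 libraries per group and no test of any single region.

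A further comparison asked whether the same regions were gained at more than one stage. Summed over pairs of stages, there were 11 overlaps between gained regions of different stages. They comprised 5 between 80% epiboly and 12 somites, 3 between 80% epiboly and 24 hpf, and 3 between 12 somites and 24 hpf. Other labelings of the libraries gave a median of 0 and at most 8 (exact permutation over 216 labelings, one-sided, p = 0.00463, the smallest possible). Most of those labelings give far shorter lists, which share fewer regions for that reason, so this p does not by itself show that the same regions respond. The 7 other labelings that follow treatment, with the lost in place of the gained list at 1 or more stages, gave 0 to 8. The 8 includes the 5 overlaps between the gained lists of 80% epiboly and 12 somites, and the lost lists of all stages shared 0. Random draws of as many regions per stage shared a mean of 3.35 (10000 draws, permutation p = 0.0007, one-sided, a test chosen after seeing the data). The libraries of different stages are separate, so no control was shared. The overlap was 0 when absence meant no peak in the whole list, and 548 with all peaks at a q-value of at most 0.01, where it was not distinguishable from other labelings (exact permutation, p = 0.523).

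The last comparison asked whether treated embryos shared more peaks with a later or earlier stage of control development. At 80% epiboly, 55.1% ± 0.725 (SD, n = 2) of the atRA top-set peaks were shared with both 12 somites DMSO libraries, against 52.9% ± 0.156 for DMSO. At 12 somites, 63.4% ± 0.293 of atRA peaks were shared with both 24 hpf DMSO libraries, against 58.9% ± 2.47 for DMSO. The mean difference was 3.37 percentage points (exact permutation over 36 labelings, two-sided, p = 0.0556, the smallest this design allows). It therefore cannot pass 0.05. It moved most with all peaks at a q-value of at most 0.01, to 5.19 points (exact permutation, p = 0.611). Toward the earlier stage, the shares were 59.6% ± 0.614 in atRA and 58.6% ± 2.74 in DMSO at 12 somites, and 54.6% ± 0.618 and 56.2% ± 0.506 at 24 hpf. The mean difference was -0.247 points (exact permutation, two-sided, p = 0.889), an average of opposite signs that decides nothing about either stage. At 24 hpf both atRA libraries (55.1% and 54.2%) lay below both DMSO libraries (55.8% and 56.5%), and at 12 somites the groups overlapped. In each comparison, the arm nearer in mean background pileup to the reference DMSO libraries had the higher mean share. At 80% epiboly, mean background pileups were 1.67 in atRA and 3.23 in DMSO, against 0.92 in 12 somites DMSO. At 12 somites, atRA (1.52) was nearer than DMSO (0.92) to 24 hpf DMSO (1.71). Depth is thus not excluded as a cause of these differences.

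**Figure D4:**
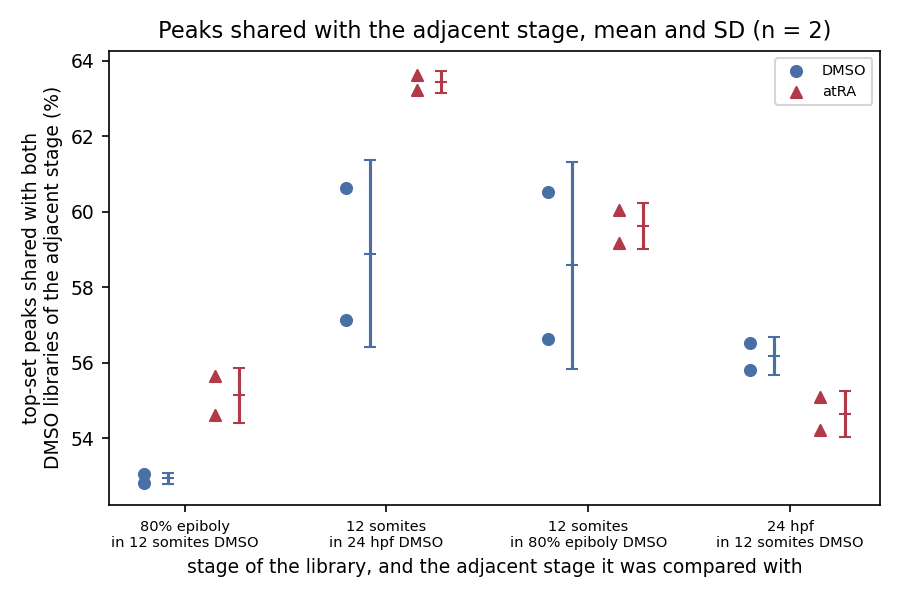
Points give the percentage of each library's top-set peaks shared with both DMSO libraries of an adjacent stage (vertical axis, which does not start at 0), circles for DMSO and triangles for atRA; bars give mean and SD of 2 libraries. Toward the later stage both atRA libraries lie above both DMSO libraries at 80% epiboly and at 12 somites, and toward the earlier stage the values overlap at 12 somites, while at 24 hpf both atRA libraries lie below both DMSO libraries.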

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

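All tests of explanations in this part were chosen after the result was seen.

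The effect of atRA on peak number had opposite signs at 2 stages, with no overlap between arms at either. At 80% epiboly the change was -183184 peaks, and at 12 somites 60088.5 peaks. The difference between these effects was -243272 peaks. Permuting labels within both stages gave an exact two-sided p of 0.0556, the smallest that 36 labelings allow, so the difference cannot pass 0.05. The deeper arm had more peaks at both stages. Peak number followed the background pileup within stages with r = 0.941 (exact permutation p = 0.00362), falling to 0.516 without the 2 libraries of most extreme depth. A difference in sequencing depth is therefore a candidate explanation that the values bear out. Depth and treatment run together at these stages, so an effect of atRA on the number of accessible sites stays open and untested.

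Peaks on the mitochondrial genome, which no comparison of the report used, covered 6058.5 ± 6.36 bp in the atRA libraries at 12 somites and 5895.5 ± 23.3 bp in the DMSO libraries (SD, n = 2). The difference was 163 bp, and both atRA values lay above both DMSO values, which chance gives in 1 of 6 labelings in this direction. At the other stages the groups overlapped. Length followed the background pileup within stages with r = 0.821 (exact permutation p = 0.0295, Benjamini-Hochberg adjusted 0.0443 over 3 relations). Spearman's rho was 0.644 (exact permutation p = 0.0611). Without the 2 libraries of most extreme depth, r was 0.193, so the relation rests on those libraries. Within 12 somites alone r was 0.888, over 4 libraries. Greater depth in the atRA libraries at 12 somites may account for the longer coverage. A change in mitochondrial content with treatment was not tested, since the lists give no share of reads.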

How the results depend on the processing

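The alternatives without the 24 hpf stage and with an equal number of top peaks in every 5 Mb were chosen after seeing the data; the others were fixed before the data were examined. Separation of stages stayed at its smallest exact p of 0.000173 under all 7 alternatives run, from 6.19 to 13.9 points. Separation of treatments stayed between 2.28 and 3.85 points at the smallest exact p of 0.037 under 7 alternatives. Without the 24 hpf stage it was 4.02 points, and the 9 splits left cannot give an exact p under 0.111. The same holds for gained plus lost regions, which were 1681 without that stage. Peak number by treatment kept its sign and stayed above 0.05 in the 3 alternatives run. Toward the later stage, the difference stayed positive, from 2.89 to 5.19 points, under 5 alternatives. Its exact p rose from 0.0556, the smallest possible, to 0.167 with the top 100000 and 0.611 with q at most 0.01.

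The sum of gained and lost regions kept its place above all other splits (exact permutation p = 0.037) under the 9 alternatives that used all stages. Its size followed the settings by construction: 720 with the top 20000, 7168 with the top 100000, 133050 with q at most 0.01, 4395 with reciprocal overlap, 17894 with absence from the top set only, and 159 with absence from the whole list.

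Counts per stage are given as gained, then lost, in the order of development from 80% epiboly to 24 hpf. With the top 20000 they were 174 and 248, 156 and 55, and 52 and 35. With the top 100000 they were 768 and 1750, 1757 and 522, and 642 and 1729. With q at most 0.01 they were 1835 and 76863, 26981 and 4365, and 5041 and 17965, with up to 20808, 19045 and 15122 in crossed pairs. With absence from the top set only they were 3220 and 4346, 3429 and 2516, and 2059 and 2324. With absence from the whole list they were 26 and 29, 43 and 0, and 15 and 46. Ranking by fold gave 946 lost regions at 80% epiboly. Reciprocal overlap gave 1620 lost at 80% epiboly, 1281 gained at 12 somites and 624 lost at 24 hpf. Summit windows gave 295 lost at 12 somites. At 24 hpf, the gained count was below the highest crossed count under 4 alternatives: ranking by fold (198 against 215), the top 100000 (642 against 1024), q at most 0.01 (5041 against 15122) and reciprocal overlap (240 against 470). The lost count at 12 somites was below it with the top 100000 (522 against 538), q at most 0.01 (4365 against 19045), reciprocal overlap (197 against 258) and absence from the whole list (0 against 3). The gained count at 80% epiboly was below it with q at most 0.01 (1835 against 20808).

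The gained share of changed regions was 40.9%, 71.8% and 39.4% at the 3 stages. It became 59.8% at 24 hpf with the top 20000, which reverses the order of gained and lost at that stage. With the top 100000 it was 30.5% at 80% epiboly and 27.1% at 24 hpf, and with q at most 0.01 it was 2.33%, 86.1% and 21.9%. With reciprocal overlap it was 21.1%, 86.7% and 27.8%, and with absence from the top set 57.7% at 12 somites. With absence from the whole list it was 100% at 12 somites and 24.6% at 24 hpf. At 80% epiboly lost regions outnumbered gained ones, and at 12 somites gained outnumbered lost, under the 9 alternatives that kept all libraries.

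The balance over stages was negative with the top 100000 (-834), ranking by fold (-267), q at most 0.01 (-65336), reciprocal overlap (-487), absence from the top set (-478) and equal numbers per 5 Mb (-1). It was not distinguishable from 0 in any of the 11 alternatives (exact permutation p from 0.231 to 0.991). The cause of the sign changes was not tested.

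Gained regions shared between stages lost their p under 0.05 with q at most 0.01 (548, exact permutation p = 0.523), reciprocal overlap (28, p = 0.0556) and absence from the whole list (0, p = 1). The cause was not tested for the first and second of these, and with the whole list only 26, 43 and 15 gained regions were left at the 3 stages. They numbered 5 with the top 20000, 19 with the top 100000, 309 with absence from the top set, and 5 without the 24 hpf stage, each with exact permutation p under 0.05. The difference toward the earlier stage changed sign with ranking by fold, to 0.0945 points (exact permutation p = 1).

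Leaving out each library in turn gave a range per result, with no test. Peak number by treatment ran from -84330, without 80% epiboly atRA replicate 1, to -18599, without atRA replicate 2 of that stage. Treatment separation ran from 0.939 points, without 80% epiboly DMSO replicate 1, to 5.22, without 12 somites DMSO replicate 2. It also moved by more than 1.5 times without 80% epiboly DMSO replicate 2 (1.13), atRA replicate 1 (5.05) or atRA replicate 2 (4.75), and without 12 somites atRA replicate 1 (1.45) or atRA replicate 2 (1.71), and was positive in all 12 cases. Stage separation ran from 11.3 to 13.3 points. The sum of gained and lost regions ran from 3013 to 7367, since regions need fewer libraries when one is left out. Gained counts ran from 681 to 2383 at 80% epiboly, from 1108 to 2723 at 12 somites and from 527 to 1516 at 24 hpf. Lost counts ran from 1277 to 2156, from 589 to 3206, and from 827 to 1573. The order of gained and lost reversed at 80% epiboly without atRA replicate 1 (2383 gained, 2156 lost) or 2 (1772 and 1679). It reversed at 12 somites without DMSO replicate 1 (1108 and 1315) or 2 (2723 and 3206), and at 24 hpf without atRA replicate 1 (1516 and 1201) or 2 (1285 and 827). The arm left with 1 library had the greater count in 12 of 12 cases, as its regions need 1 library and those of the other arm 2, so these orders follow from the construction and say nothing about stability. The balance ran from -823, without 24 hpf DMSO replicate 2, to 1123, without 12 somites atRA replicate 2, and was negative in the 6 cases without a DMSO library, for the same reason. Shared gained regions ran from 12 to 27, the later-stage difference from 2.63 to 4.46 points, and the earlier-stage difference from -1.39, without 12 somites DMSO replicate 1, to 0.649, without DMSO replicate 2 of that stage.

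Replicate numbers were checked as a pairing. Deviations of same-numbered libraries correlated at -0.078, 0.017 and -0.088 at the 3 stages, so they share only a number. With the replicate block, exact permutation p was 0.5 for peak number (-51465), 0.969 for the balance (9) and 0.0156 for shared gained regions (11), so no call changed for these. The shift of gained regions toward later stages kept its 35.9 points, but its exact p rose to 0.0625 over the 64 labelings of the block.

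Peaks of one list did not overlap, and the mitochondrial genome was the only sequence besides chromosomes 1 to 25. The alternatives with all sequences except the mitochondrial genome and with overlapping peaks left separate were therefore identical to the main setting. The planned comparisons of DR5 share, its spread over stages, DR5 share in gained against lost regions, promoter share, base composition and regions near retinoic acid genes, with their alternatives, were not run, for want of a genome of the files' build. Depth limits the shallowest lists most: at 12 somites, DMSO replicate 1 has a background pileup of 0.69 and reaches its 100000th peak at a summit pileup of 6.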

Other observations

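All tests in this part were chosen after the result was seen.

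Gained and lost regions were looked up in the wide sets of both DMSO libraries at the other stages. Of the regions gained at 80% epiboly, 48.6% were present at 12 somites, against 14.6% of the lost regions. Of those gained at 12 somites, 284 of 466 were present at 24 hpf against 42 of 183 lost regions, whereas 34.8% were present at 80% epiboly against 47.0%. Of those gained at 24 hpf, 28.1% were present at 12 somites against 51.6% of the lost regions. The mean shift toward the later stage was 35.9 percentage points (exact permutation over 216 labelings, two-sided, p = 0.037), with 34.0, 50.2 and 23.5 points at the 3 stages. At 80% epiboly and 24 hpf the shift is a single difference in presence at 12 somites. At 12 somites it adds the 38.0 points at 24 hpf and the -12.2 points at 80% epiboly with its sign reversed. The 50.2 points are therefore not on the scale of the other values. Under 7 other settings the mean shift was between 10.7 and 43.1 points (exact permutation p from 0.00926 to 0.0278). With absence from the whole list it is undefined, as no region was lost at 12 somites. Greater depth of the atRA libraries at 12 somites would raise the presence of gained regions at the earlier stage too. Gained minus lost was -12.2 points there, which argues against depth for the shift at 12 somites only. This value is itself part of the 50.2 points. At 80% epiboly and 24 hpf, the arm nearer in mean background pileup to the 12 somites DMSO libraries had the greater share present there. Depth stays open as a cause at these stages. Ranking with an equal number of top peaks in every 5 Mb left a shift of 34.0 points (exact permutation p = 0.00926), which argues against broad regional differences as its whole cause. One hypothesis is that treated embryos, or the cells in them, may have been further along in development. A difference in embryo age at collection would give the same 35.9 points and cannot be told apart from an effect of atRA, since age within a stage was not recorded.

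The gained and lost counts leaned to the deeper pair of libraries. In 6 of 6 crossed splits, which ignore treatment, the deeper pair had more regions of its own, so the direction of the balance at 80% epiboly and 12 somites may come from sequencing depth. At 24 hpf lost regions exceeded gained ones by 86 while the atRA libraries had the greater mean background pileup. Sequencing depth stays open as a cause there, because that mean rests on DMSO replicate 1 (1.39, against 1.98 to 2.03 in the other 3 libraries) and mean peak number ran the other way. With a top set of 20000 the order was the opposite, at 52 gained and 35 lost, so the direction at 24 hpf depends on that setting. At that stage the treatments were separated by 0.859 points, and a library batch of the DMSO samples cannot be told apart from treatment, since the extra word in the peak names covers all DMSO lists.

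The 11 gained regions shared between stages exceeded those of other labelings, most of which have shorter lists. The length of the lists of gained regions is not the whole cause, as random draws of as many regions shared a mean of 3.35 and reached 11 in few draws (permutation p = 0.0007). The draws treat regions as independent and do not match them for strength. Among other labelings that follow treatment, the highest count was 8, from gained, gained and lost lists in order of development. It includes the 5 overlaps between the gained lists of 80% epiboly and 12 somites. Lost, gained and lost lists, which hold no pair of gained lists, shared 6, and the lost lists of all 3 stages shared 0. How far the sharing is particular to gained regions thus stays open.

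Accessibility also differed over broad stretches of chromosomes. Regions in the top sets of all 12 libraries (16955) were grouped in 267 bins of 5 Mb, and the median log2 summit pileup of each bin was taken relative to the library's median. The profile of atRA minus DMSO varied between bins with an SD of 0.12 log2 units at 80% epiboly, 0.12 at 12 somites and 0.06 at 24 hpf. Crossed splits gave 0.05 to 0.06 at the 3 stages, and single replicates of one group differed by 0.04 to 0.11. The mean over stages exceeded that of every other combination of splits (exact permutation over 27 combinations, p = 0.037, the smallest possible). The profiles at 80% epiboly and 12 somites were opposed, with r = -0.669 across bins, which are not independent replicates. The r was -0.379 between 80% epiboly and 24 hpf. Between 12 somites and 24 hpf it was 0.408, so these profiles ran in the same direction. Permuting labels over 36 combinations gave an exact p of 0.111 for each pair of stages, the smallest possible. A first principal axis held 71.2% of the variation between libraries. Mean scores on it were -0.482 ± 0.101 in DMSO and 1.23 ± 0.421 in atRA at 80% epiboly, 2.22 ± 0.567 and 0.667 ± 0.0966 at 12 somites, and -1.59 ± 0.164 and -2.04 ± 0.253 at 24 hpf (SD, n = 2). Within stages the score followed the background pileup with r = -0.681 (exact permutation p = 0.0512, also after adjustment over 3 relations), rho = -0.644 (exact permutation p = 0.0611), and r = -0.773 without the 2 libraries of most extreme depth. Depth is thus neither shown nor excluded as a cause. Base composition bias between libraries could give such opposed profiles, and is open because the base composition of the bins was not analysed here. The sum of gained and lost regions was 1973 with an equal number of top peaks in every 5 Mb, still above all other splits (exact permutation p = 0.037), so these regional differences are not its whole cause.

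Regions gained at 12 somites were uneven over the chromosomes (chi-square with 10000 random draws, permutation p = 0.0001, the smallest possible, adjusted 0.0003 over 6 tests). Chromosome 13 had 45 against 19.6 expected, a ratio of 2.30, and between 1.16 and 4.43 under the 8 alternatives fixed beforehand. A single local copy-number or haplotype block does not account for this, as the 45 regions fell in 11 of 11 bins of 5 Mb with at most 7 in one bin. This spread cannot decide about a copy-number difference of the whole chromosome, which would also be even over bins. With an equal number of top peaks in every 5 Mb the ratio was 1.53, at 28 against 18.3 regions. The excess of chromosome 13 then had a one-sided permutation p of 0.02, or 0.5 corrected for 25 chromosomes, although the chi-square over all chromosomes had a permutation p of 0.0315. Broad regional differences may thus account for the excess, and whether they are its whole cause stays open, as the remaining excess is not past chance after that correction. The draws treat regions as independent, which neighbouring regions are not. Of the other 5 sets, regions gained and lost at 80% epiboly (permutation p = 0.0035 and 0.0001, adjusted 0.007 and 0.0003) and lost at 12 somites (p = 0.0275, adjusted 0.0413) were uneven. Regions gained and lost at 24 hpf were not (permutation p = 0.585 and 0.0691, adjusted 0.585 and 0.0829).

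The 26 regions gained at 80% epiboly without any DMSO peak lay close together. They formed 8 pairs less than 200 kb apart, against a mean of 0.212 in random draws of as many gained regions (10000 draws, permutation p = 0.0001, the smallest possible, adjusted 0.0005 over 5 sets). With 50 kb and 500 kb there were 3 and 9 pairs. No other set of regions without a peak in the other arm had more than 1 pair within 200 kb. The pairs comprised 3 on chromosome 22 and 3 on chromosome 23, each from 3 regions, and 1 each on chromosomes 3 and 9. Pairs that share regions are not independent of each other. On chromosome 9 the regions, 49077349 to 49077607 and 49077841 to 49078557, nearly adjoin and may not be separate elements. The pairs on chromosome 23 include the best-ranked gained region of 80% epiboly, starting at 43500242, and the region starting at 43447189. A variant between fish is thus open for these as well. On chromosome 3, the regions starting at 60196502 and 60111420 (build not stated) were singled out after their values were seen. They ranked 3989 and 12598 in atRA replicate 1 and 31127 and 39515 in atRA replicate 2 at 80% epiboly, and between 662 and 5404 in all 4 libraries at 12 somites. No peak overlapped them in the 80% epiboly DMSO libraries or in any of the 4 libraries at 24 hpf. Of the 26 regions, 9 were in the top set of all 4 libraries at 12 somites and 7 had no peak in any of them, against 2 and 4 at 24 hpf. Such all-or-none changes in neighbouring regions may come from a strain or haplotype variant between the fish used, which the 8 close pairs would fit. Coordinated change of neighbouring elements would also bring them together. Reads over variant sites, not analysed here, would separate these.

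Depth differed 4.75-fold between libraries while the highest summit pileup was between 111 and 162. The index of dispersion was lower at summed pileups of 100 to under 150 than at 30 to 49 in 5 of 6 same-treatment pairs. In the atRA pair at 80% epiboly it was higher. Over all pairs of the same stage it was lower in 13 of 18. It was higher in every pair of different treatment at 80% epiboly, for example 2.13 against 1.15 for DMSO and atRA replicate 1. The fall in 5 same-treatment pairs fits fewer free positions for further distinct fragments at high summits, so fold enrichments of the strongest peaks may be compressed in the deeper lists. The rises at 80% epiboly, the stage of the deepest libraries, leave this open.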
